A study of Mus musculus with 40 samples. Its data were reported in "A microRNA signature that correlates with cognition and is a target against cognitive decline" (2021).

How the data were processed

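Total blood of ageing mice was collected at 12, 13.5, 15 and 16.5 months and small RNA libraries were sequenced from single-end reads, 10 libraries per age. Groups were taken from the ages in the sample labels. The columns of the deposited tables name the age but none of the replicate numbers of the labels, so each column served as 1 unnumbered library of its age. The study followed the same animals over time, whereas the tests here treated the 40 libraries as independent. The study used an unpaired test for the eigen-expression and does not state whether its microRNA tests modelled the animal. No column of the tables was left without an age.

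The authors trimmed adapters, mapped the reads to mm10 with the miRDeep2 tools and deposited raw counts per mature microRNA of miRBase, summing those that arise from several genomic locations. Reads that fit several near-identical microRNAs could be entered more than once. The miR-486a and miR-486b rows were equal in all 40 libraries for both arms, as were those of miR-374b-5p and miR-374c-5p. The raw table held 1915 microRNAs, of which 1016 had any read. The second deposited table is a normalized signal for 105 microRNAs. Each column was found to be the raw column times 1 constant (largest relative deviation 4.94e-10), and that constant was the inverse of a median-ratio size factor over the 105 (largest relative deviation 3.94e-11), so that no removal of unwanted variation was visible in it. The constants averaged 0.5892 at 12 months and 2.434 at 15 months.

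Because the deposited values are counts, they were tested with edgeR 4.0.16 in R 4.3.3. MicroRNAs with more than 100 reads in 50% of the libraries (20 of 40) were kept, which left the same 105 as in the normalized table. TMM factors, glmQLFit and glmQLFTest were used over the 3 age coefficients and for 5 contrasts between ages, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the absolute log2 fold change over the square root of F. Levels are log2 CPM with TMM factors and a prior count of 2. Since the miR-486-5p reads are entered in 2 rows, CPM values are relative to a total that counts them 2 times. The eigen-expression was the first right singular vector of the centred, unit-variance levels of the 3 signature microRNAs over 40 libraries, scaled to unit SD and signed to correlate positively with their mean. It was compared between ages by a two-sided permutation test with 100000 resamples, and by exact enumeration where a group had fewer than 10 libraries. Shares of counts outside miR-486 were compared in the same way. The standard errors include the spread between libraries as well as counting error, and counts of amplified reads without molecular identifiers overstate the number of independent molecules.

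The text names the 7 microRNAs of the study's list, the 5 with the smallest p over age, the 5 largest rises and falls at 16.5 v 12 months among those at an adjusted p under 0.05, and the 5 with the highest mean share of counts. This rule, the main tests and the alternatives were fixed before the data were examined, apart from the alternatives said in the closing section to have been added. Alternatives were DESeq2 1.42.0, median-ratio factors, library totals, lower filters, 1 to 3 factors of unwanted variation by the RUVs approach, removal of libraries whose connectivity Z-score lay beyond 2.5 (1 library), limma 3.58.1 with voom quality weights or on the normalized table, fits to only the ages compared, linear age, and for the eigen-expression another score, pseudocount and test and sva 3.50.0 surrogate variables (1 found). The RUVs factors were computed from deviations within ages because the study does not state their number.

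The fit was tested on simulated counts for the 105 microRNAs, 30 of them changed by a log2 of 1, in 10 runs. It recovered 94.33% of the changed microRNAs at 16.5 v 12 months with 5.023% false calls, and 95% over age with 3.252% false calls. The median absolute error of the log2 fold change was 0.127. Counts were drawn independently for each microRNA with the dispersions of the fit. Only 16.5 months was changed, with as many rises as falls. Variation shared between microRNAs was not simulated, so that these rates may not hold for the real libraries. Among random splits of the real 16.5- and 12-month libraries, the largest number called was 40, against 25 for the real ages. No pair of libraries within an age was a duplicate, since the smallest chi-square per degree of freedom among 180 pairs was 19.58. Hairpin genes, positions and overlapping genes were taken from GENCODE M21 (GRCm38, the assembly that mm10 names) by matching microRNA names, which succeeded for 101 of the 105 (96.2%). A hairpin was given as in an exon where an exon of any transcript of the gene overlapped it, so that other transcripts may have an intron there. Lists of red-cell, myeloid, lymphoid, platelet and endothelial, and liver microRNAs came from the same planning stage. Of these, 4 of 7 red-cell, 1 of 4 myeloid, 2 of 3 lymphoid, 1 of 1 platelet and endothelial and 1 of 1 liver microRNAs among those tested changed over age. The 7 red-cell rows include those of miR-486, so that identical rows are counted more than once. With adjustment over the list alone, 0 of 4 myeloid microRNAs changed. The number of rounds of memory testing rises with age and was not modelled. The behavioural data and the human cohorts of the study were not analysed here.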

Results

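Small RNA libraries of total mouse blood were sequenced at 4 ages, 12, 13.5, 15 and 16.5 months, with 10 libraries per age and 40 in all. Blood was taken repeatedly from the orbital sinus of ageing mice, and the question was which circulating microRNAs change while the animals grow older. The paper places the bleeding at the later ages after a round of memory testing but describes the order at 12 months in 2 ways, before any testing and after a first training, so that experience of the maze may differ between 12 months and the later ages. The labels do not say whether any later library came from mice without testing. The libraries held between 2469200 and 21386200 counts. Mean totals were 14040000 ± 4867000 counts (SD, n = 10) at 12 months, 11390000 ± 5670000 (SD, n = 10) at 13.5 months, 6377000 ± 1143000 (SD, n = 10) at 15 months and 8879000 ± 3820000 (SD, n = 10) at 16.5 months.

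The 5 microRNAs with the highest mean share of counts were miR-486a-5p, miR-486b-5p, miR-92a-3p, miR-191-5p and miR-25-3p. The rows of miR-486a-5p and miR-486b-5p held the same number in each of the 40 libraries, so that 1 set of reads was entered in both rows, and each accounted for 46.87% ± 1.01 (SD, n = 40) of the counts. The hairpin gene Mir486 lies on chromosome 8, 23142555 to 23142682, plus strand, within an intron of Ank1 (GRCm38). Both miR-486-5p rows changed over age (adjusted p = 0.000511, edgeR), with their highest level at 15 months. Shares of the other abundant microRNAs were 1.075% ± 0.478 (SD, n = 40) for miR-92a-3p, 0.907% ± 0.357 (SD, n = 40) for miR-191-5p and 0.575% ± 0.185 (SD, n = 40) for miR-25-3p. miR-191-5p was higher at 16.5 than at 12 months by 0.61 log2 (SE 0.12, adjusted p = 0.000124, 10 of 10 libraries), whereas miR-92a-3p and miR-25-3p did not change over age (adjusted p = 0.917 and 0.321). With miR-486 counted once, the share of counts outside miR-486 was 13.49% ± 2.67 (SD, n = 10) at 12 months, 13.13% ± 2.72 (SD, n = 10) at 13.5 months, 7.96% ± 2.22 (SD, n = 10) at 15 months and 12.31% ± 3.74 (SD, n = 10) at 16.5 months. The share was lower at 15 than at 12 months by more than the spread between libraries (two-sided permutation test, adjusted p = 0.00045 over 5 comparisons), in 10 of 10 libraries against the 12-month mean. It was also lower at 15 than at 13.5 months (adjusted p = 2e-04, 10 of 10 libraries) and rose again at 16.5 months (adjusted p = 0.0104, 8 of 10 libraries). The shares at 13.5 and 16.5 months did not differ from 12 months (adjusted p = 0.762 and 0.528). Reads outside miR-486 numbered 95380 in the shallowest library and 1744040 in the deepest.

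**Figure D1:**
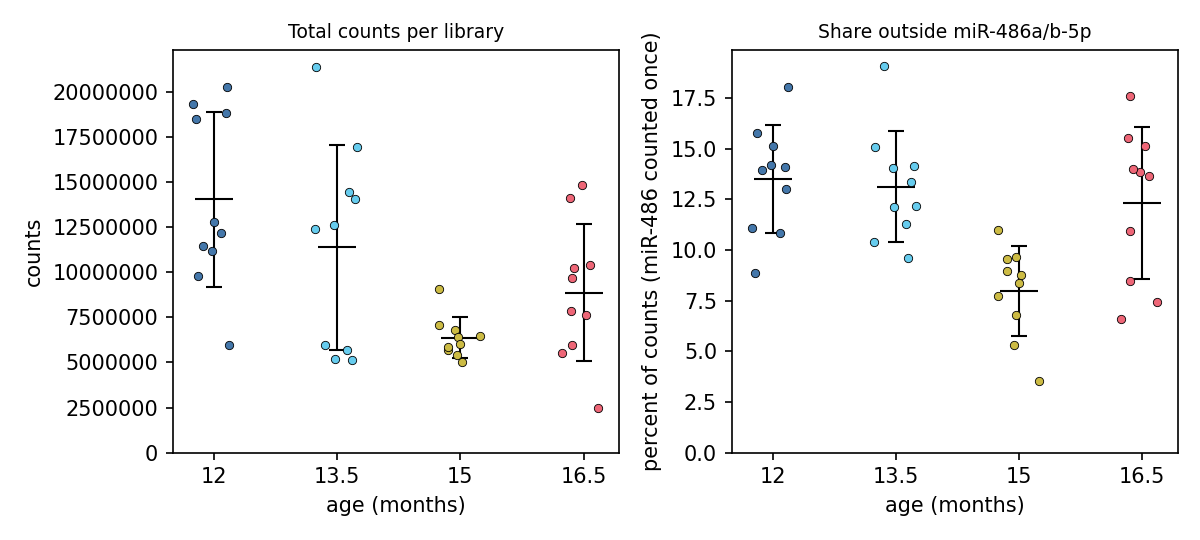
Total counts (left) and percent of counts outside miR-486a/b-5p with miR-486 counted once (right) against age in months; each point is 1 library, the bar is the mean and the whiskers are the SD of 10 libraries. Shares at 15 months average 7.96%, below the 13.49% at 12 months.

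To detect microRNAs that respond to age, the 105 microRNAs with more than 100 reads in 50% of the libraries were tested over the 4 ages in 1 model. In total, 64 of 105 microRNAs changed over age at an adjusted p under 0.05 (edgeR quasi-likelihood F-test, Benjamini-Hochberg). They are 62 when rows with identical counts are counted once. The setting that moved the number most was the low filter of more than 1 read in 50% of the libraries, which gave 135 of 345 microRNAs tested, and in proportion age as a linear covariate in months, which gave 21 of 105. Among the 64, the age means rose at every step for 2 microRNAs and fell at every step for 0 (1 of the 71 microRNAs at an unadjusted p under 0.05, miR-22-3p, chosen after its values were seen), and 62 followed neither course, whereas 5 of the 105 tested rose and 3 fell at every step. The highest mean was at 13.5 months for 29 of the 64, at 16.5 months for 18, at 15 months for 11 and at 12 months for 6. Changes were of moderate size, since the age means of 47 of the 64 microRNAs spanned less than 1 on the log2 scale and the median span was 0.77.

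Compared with 12 months, 16 microRNAs were higher and 15 lower at 13.5 months, 8 were higher and 17 lower at 15 months, and 14 were higher and 11 lower at 16.5 months (edgeR, adjusted p under 0.05). Between successive ages, 18 were higher and 32 lower at 15 than at 13.5 months, and 20 were higher and 10 lower at 16.5 than at 15 months. Column names of the tables take a form of their own at 13.5 and at 15 months, so that a difference between library series cannot be told apart from age in the comparisons that involve them, and the form shared by 12 and 16.5 months does not show that these were 1 series. The directions are relative to the scaling by TMM, a factor per library that assumes most microRNAs unchanged. Scaling by library totals alone shifted the median log2 fold change of the 105 microRNAs to -0.84 at 15 v 12 months, -0.81 at 15 v 13.5 months, 0.65 at 16.5 v 15 months and -0.25 at 16.5 v 12 months, and the split became 2 higher and 82 lower, 2 and 71, 64 and 2, and 2 and 3, in this order. At 13.5 v 12 months that scaling gave 9 higher and 3 lower with a median shift of 0.02. Median-ratio size factors (RLE) gave 9 higher and 12 lower at 15 v 12 months, 27 and 30 at 15 v 13.5 months, and 19 and 15 at 16.5 v 15 months. The balance also turned in other settings. With only the 2 ages compared in the fit, 16 were higher and 12 lower at 15 v 12 months, and 13 and 15 at 16.5 v 15 months. At 16.5 v 12 months, 17 were higher and 31 lower with the low filter, 7 and 22 without a filter, and 12 and 15 with limma voom. At 13.5 v 12 months, where the split was nearly even, several settings gave more lower than higher microRNAs, such as DESeq2 with 15 higher and 21 lower and the low filter with 20 and 34. The median absolute log2 fold change of the called microRNAs was 0.62 at 13.5 v 12, 0.55 at 15 v 12, 0.61 at 16.5 v 12, 0.69 at 15 v 13.5 and 0.62 at 16.5 v 15 months.

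**Figure D2:**
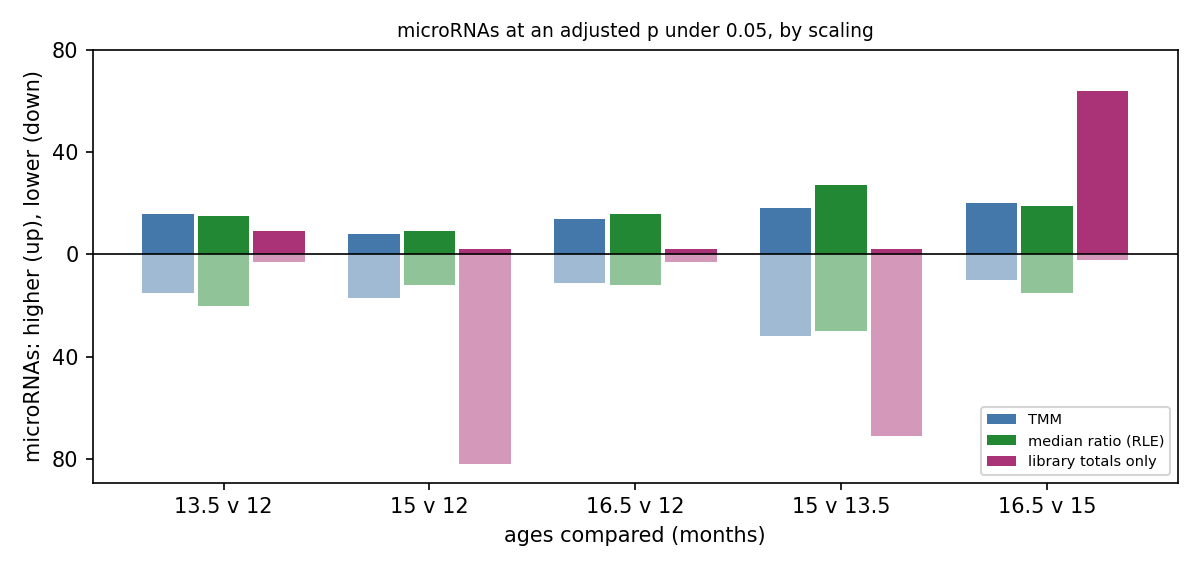
Number of microRNAs at an adjusted p under 0.05, of 105 tested, that were higher (above 0) or lower (below 0, paler) in the first of the 2 ages named, under 3 scalings. Under library totals alone, 82 microRNAs were lower at 15 v 12 months, against 17 under TMM.

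Changes from 12 months shared the 12-month libraries, which makes them correlated even if nothing changed. Across the 105 microRNAs, which are not independent replicates, the log2 fold changes at 13.5 v 12 and 15 v 12 months had r = 0.426, within the central range, 0.234 to 0.657, of 100 simulations without any change. At 16.5 months r was -0.0439 with 13.5 v 12 months and -0.0199 with 15 v 12 months, below the central simulated ranges of 0.253 to 0.665 and 0.236 to 0.68. The changes at 15 v 13.5 and 16.5 v 15 months, which shared the 15-month libraries, had r = -0.343 against a central simulated range from -0.675 to -0.351. Only 4 microRNAs were called in all 3 comparisons with 12 months. The simulations gave a median of 0, but they held no change to be called, so that this cannot show whether 4 is more than separate changes would give. The 4 were miR-151-3p, miR-151-5p, miR-30e-3p and miR-3969, the first 3 of which are named outside the fixed rule, each chosen after its values were seen. miR-151-3p and miR-151-5p were higher at all 3 ages, whereas miR-30e-3p and miR-3969 changed direction.

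The smallest p over age belonged to miR-3969, whose hairpin gene Mir3969 lies on chromosome 5, 87595902 to 87595993, minus strand, outside other annotated genes. Its level was 5.23 ± 0.84 log2 CPM (SD, n = 10) at 12 months, 2.38 ± 0.53 (SD, n = 10) at 13.5 months, 1.47 ± 0.90 (SD, n = 10) at 15 months and 7.30 ± 0.33 (SD, n = 10) at 16.5 months. Median counts per library were 690.5, 58.5, 14.5 and 1710.5, and 1 library of 15 months held a count of 1. The log2 fold change was -2.96 (SE 0.25, adjusted p = 1.93e-12) at 13.5 v 12 months and -3.81 (SE 0.28, adjusted p = 1.27e-14) at 15 v 12 months. It was -0.85 (SE 0.27, adjusted p = 0.00861) at 15 v 13.5 months, 1.97 (SE 0.24, adjusted p = 3.85e-08) at 16.5 v 12 months and 5.78 (SE 0.30, adjusted p = 6.62e-20) at 16.5 v 15 months, each in 10 of 10 libraries (edgeR). The levels at 13.5 and 15 months rested on low counts. Because 12- and 16.5-month columns share a naming form that the other 2 ages do not have, a difference between library series cannot be told apart from age for the steps between these forms.

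**Figure D3:**
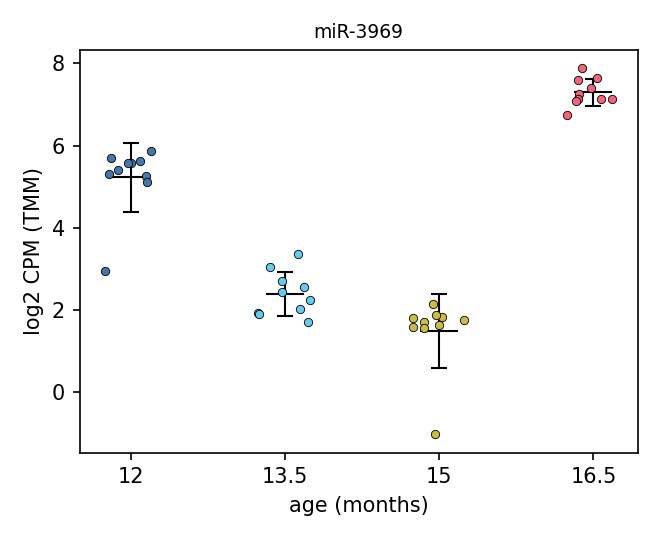
Level of miR-3969 in log2 CPM (TMM) against age in months; each point is 1 of 10 libraries per age, the bar is the mean and the whiskers are the SD. Means are 5.23, 2.38, 1.47 and 7.30 from the youngest to the oldest age.

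The other 4 microRNAs with the smallest p over age were miR-181a-5p, miR-15b-5p, let-7i-5p and miR-140-3p. miR-15b-5p (hairpin on chromosome 3, 69009772 to 69009835, plus strand, in an intron of Smc4) was higher at 13.5 than at 12 months by 0.76 log2 (SE 0.13, adjusted p = 7.56e-06), and its change at 15 v 13.5 months was -1.03 (SE 0.13, adjusted p = 2.77e-08). let-7i-5p (chromosome 10, 122985640 to 122985724, minus strand, in an exon of the pseudogene D630033A02Rik) followed the same course, with 0.83 (SE 0.13, adjusted p = 1.89e-06) and -0.93 (SE 0.13, adjusted p = 2.26e-07). miR-140-3p (chromosome 8, 107551244 to 107551313, plus strand, in an exon of Wwp2) moved the other way, by -0.62 (SE 0.12, adjusted p = 9.1e-05) and 0.87 (SE 0.12, adjusted p = 3.78e-07), and its log2 fold change at 16.5 v 15 months was -0.73 (SE 0.12, adjusted p = 1.39e-05). Each of these changes was seen in 10 of 10 libraries (edgeR). With library totals alone, the omnibus adjusted p of miR-140-3p was 0.0917.

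At 16.5 v 12 months the 5 largest rises were those of miR-3969, miR-342-3p, miR-150-5p, miR-146a-5p and miR-10a-5p. miR-342-3p (chromosome 12, 108658620 to 108658718, plus strand, in an intron of Evl) rose by 1.10 log2 (SE 0.19, adjusted p = 5.71e-05, 10 of 10 libraries), with 30 to 754 counts per library. miR-10a-5p (chromosome 11, 96317165 to 96317274, plus strand) rose by 0.68 (SE 0.15, adjusted p = 0.000982, 9 of 10 libraries). miR-150-5p (chromosome 7, 45121757 to 45121821, plus strand) rose by 0.86 (SE 0.30, adjusted p = 0.0273, 8 of 10 libraries), a change that lost its adjusted p under 0.05 in 8 of the other settings tried. The 5 largest falls were those of miR-532-5p, miR-148a-3p, miR-501-3p, miR-19b-3p and miR-93-5p. miR-532-5p and miR-501-3p lie on the minus strand of chromosome X within introns of Clcn5, at 7248402 to 7248497 and 7241243 to 7241351. Their log2 fold changes were -1.12 (SE 0.20, adjusted p = 7.59e-05) and -0.77 (SE 0.17, adjusted p = 0.000982), in 10 of 10 libraries each. Those of miR-19b-3p, which has 2 hairpin genes, and of miR-93-5p (chromosome 5, 138165523 to 138165610, minus strand, in an exon of Mcm7) were -0.74 (SE 0.25, adjusted p = 0.0273) and -0.70 (SE 0.18, adjusted p = 0.00405), also in 10 of 10 libraries. miR-19b-3p had only 10 to 565 counts per library, and its fall lost its adjusted p under 0.05 in 5 of the other settings tried, where the log2 fold change lay between -0.95 and -0.38.

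The study had selected 7 microRNAs by their relation to memory performance, which are let-7b-5p, miR-30a-3p, miR-130b-3p, miR-146a-5p, miR-148a-3p, miR-181a-5p and miR-192-5p. All 7 changed over age in the edgeR test, both adjusted over the list alone and over the 105 microRNAs tested. The list may have been chosen on these same libraries, so that this count is not independent evidence. The adjusted p over all 105 was 1.43e-09 for miR-181a-5p, 2.15e-06 for miR-130b-3p, 0.00182 for miR-192-5p, 0.00487 for miR-148a-3p, 0.00546 for miR-146a-5p, 0.00767 for let-7b-5p and 0.0355 for miR-30a-3p. Under library totals alone 5 of the 7 were called. miR-130b-3p (chromosome 16, 17124061 to 17124142, minus strand, in an intron of 2610318N02Rik) was higher at 13.5 than at 12 months by 0.72 log2 (SE 0.14, adjusted p = 9.1e-05), and then changed by -0.97 (SE 0.15, adjusted p = 8.86e-07) at 15 v 13.5 months. miR-192-5p (chromosome 19, 6264844 to 6264932, plus strand) was highest at 15 months, 0.55 log2 above 12 months (SE 0.19, adjusted p = 0.0357), a change that became -0.19 with library totals alone. let-7b-5p (chromosome 15, 85707319 to 85707403, plus strand, in an exon of Lncppara) changed by -0.69 (SE 0.22, adjusted p = 0.0225) at 15 v 12 months. That change lost its adjusted p under 0.05 in 2 of the other settings tried (edgeR). These were equal depth outside miR-486 (-0.495, adjusted p = 0.177) and omission of all miR-486 rows (-0.586, adjusted p = 0.059). miR-30a-3p (chromosome 1, 23272269 to 23272339, plus strand) changed by -0.44 (SE 0.14, adjusted p = 0.0141) at 16.5 v 15 months and by 0.11 in the same comparison with library totals alone. A wider list of age-responsive microRNAs came from the same experiment. Of its members, 48 of 55 were called here among all tested and 49 of 55 when adjusted over the list alone, against 16 of the other 50 microRNAs tested (Fisher's exact test, p = 6.66e-09). This overlap is therefore not independent evidence.

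From the 7, the study formed a signature of miR-181a-5p together with miR-146a-5p and miR-148a-3p and summarised it by its eigen-expression, a single value per library along the main axis of joint variation. miR-181a-5p has 2 hairpin genes, on chromosome 1, 137966455 to 137966541, plus strand, and on chromosome 2, 38852735 to 38852810, plus strand. Its level was 6.67 ± 0.26 log2 CPM (SD, n = 10) at 12 months, 7.86 ± 0.48 (SD, n = 10) at 13.5 months, 6.64 ± 0.29 (SD, n = 10) at 15 months and 6.94 ± 0.22 (SD, n = 10) at 16.5 months. The rise of 1.25 at 13.5 v 12 months (SE 0.15, adjusted p = 2.22e-08) and the change of -1.28 at 15 v 13.5 months (SE 0.15, adjusted p = 2.77e-08) were each seen in 10 of 10 libraries. miR-148a-3p (chromosome 6, 51269812 to 51269910, minus strand) averaged 6.71 ± 0.79, 5.71 ± 0.74, 6.35 ± 0.73 and 5.83 ± 0.47 log2 CPM (SD, n = 10 each) from the youngest to the oldest age. It was lower than at 12 months at 13.5 months (log2 fold change -1.05, SE 0.31, adjusted p = 0.00694, 9 of 10 libraries) and at 16.5 months (-1.03, SE 0.31, adjusted p = 0.0146, 10 of 10 libraries). miR-146a-5p (chromosome 11, 43374397 to 43374461, minus strand) averaged 4.97 ± 0.63, 5.25 ± 0.49, 4.51 ± 0.84 and 5.68 ± 0.60 log2 CPM (SD, n = 10 each). It was higher at 16.5 than at 15 months by 1.08 (SE 0.28, adjusted p = 0.00313, 10 of 10 libraries) and higher than at 12 months by 0.73 (SE 0.27, adjusted p = 0.0432, 10 of 10 libraries), a change that lost its adjusted p under 0.05 in 5 of the other settings tried, where it lay between 0.59 and 0.71. The highest mean was thus at 13.5 months for miR-181a-5p, at 12 months for miR-148a-3p and at 16.5 months for miR-146a-5p.

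The first axis accounted for 44.2% of the variance of the 3 microRNAs and the second for 37.7%. Loadings on the first were -0.663 for miR-181a-5p, 0.736 for miR-148a-3p and 0.135 for miR-146a-5p, so that the axis mainly set miR-148a-3p against miR-181a-5p. Its sign was fixed by the correlation with the mean of the 3, which was only 0.137 over the 40 libraries. The eigen-expression, in SD units over the 40 libraries, was 0.791 ± 0.645 (SD, n = 10) at 12 months, -1.15 ± 0.788 (SD, n = 10) at 13.5 months, 0.45 ± 0.848 (SD, n = 10) at 15 months and -0.0903 ± 0.423 (SD, n = 10) at 16.5 months. It was lower at 13.5 than at 12 months by more than the spread between libraries (difference -1.94, two-sided permutation test, adjusted p = 0.00036 over 4 comparisons, 10 of 10 libraries). The difference at 15 v 13.5 months was 1.60 (adjusted p = 0.00162, 9 of 10 libraries), at 16.5 v 12 months -0.881 (adjusted p = 0.00301, 10 of 10 libraries) and at 16.5 v 15 months -0.540 (adjusted p = 0.0879, 9 of 10 libraries), the last not larger than chance gives. The plain mean of the 3 standardized values, another combination of them, had differences of the opposite sign in all 4 comparisons. Only that at 15 v 13.5 months was past 0.05 (-1.27, permutation test, adjusted p = 0.0386). The others were not larger than chance gives, with adjusted p of 0.714 at 16.5 v 12, 0.228 at 13.5 v 12 and 0.108 at 16.5 v 15 months (permutation tests). The study's framework regressed out surrogate variables before computing the eigenvalue, a step that the main score omits. With 1 such variable regressed out here, the difference at 15 v 13.5 months was -2.03 (permutation test, adjusted p = 2e-05). That axis had r = -0.787 with the main score. Each of the 40 libraries was left out of the main score in turn, and all 4 differences changed sign without either of 2 libraries. Without the 13.5-month library of 14464400 counts the score had r = -0.972 with that over 40 libraries, so that nearly the same axis had taken the other sign, with differences of 2.08 at 13.5 v 12, -1.89 at 15 v 13.5, 1.07 at 16.5 v 12 and 0.872 at 16.5 v 15 months. Without the 15-month library of 6472210 counts they were 2.08, -2.12, 1.10 and 1.14 in the same order (r = -0.947). At 16.5 v 15 months the difference was then past 0.05 in both cases (permutation tests, adjusted p = 0.00234 and 2.89e-05), so that the absence of a difference there rested on single libraries. The difference at 15 v 13.5 months was not past 0.05 without the 13.5-month library of 12394800 counts (0.976, adjusted p = 0.105, exact permutation test) or that of 16951300 counts (1.07, adjusted p = 0.0671, exact permutation test). That at 16.5 v 12 months was not past 0.05 without any of 5 libraries. These were the same 2 libraries of 13.5 months (-0.556 and -0.599, adjusted p = 0.149 and 0.105), the 12-month library of 9804500 counts (-0.660, adjusted p = 0.0654), and the 16.5-month libraries of 5957120 counts (-0.641, adjusted p = 0.0757) and 10388500 counts (-0.658, adjusted p = 0.0626), all by permutation tests.

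**Figure D4:**
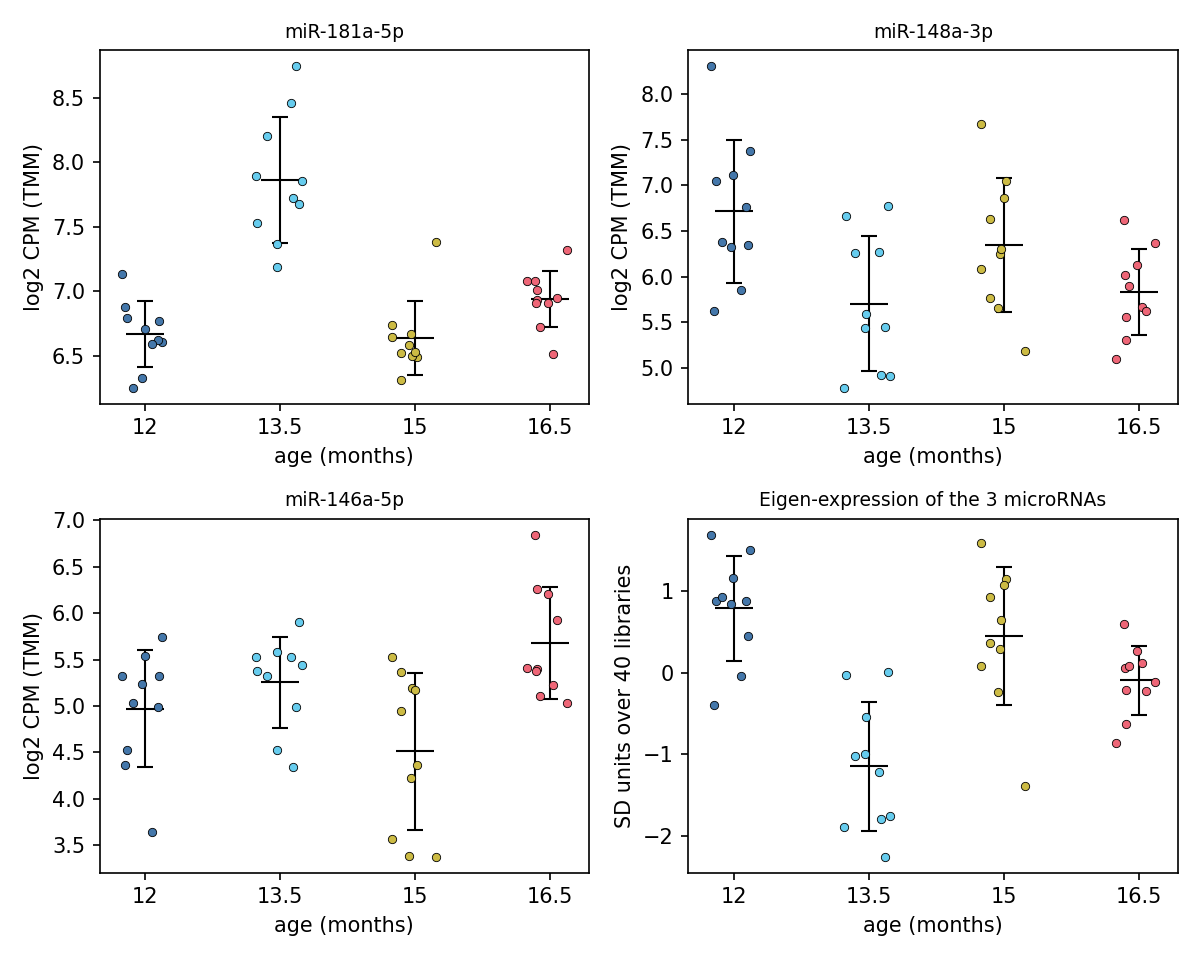
Levels of miR-181a-5p, then miR-148a-3p, then miR-146a-5p in log2 CPM (TMM) and their eigen-expression in SD units over the 40 libraries, against age in months; each point is 1 of 10 libraries per age, with the mean (bar) and SD (whiskers). miR-181a-5p peaks at 13.5 months with a mean of 7.86, where the eigen-expression has its lowest mean, -1.15.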

Values the study reported

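The study reported 55 microRNAs that changed in blood in the course of ageing, with 10 mice per group. It adjusted for hidden confounding factors. With blood of ageing mice without memory training, it also controlled for microRNAs that the training might affect. The study narrowed the 55 to 7 microRNAs linked to memory performance. It described the eigen-expression of the 3-microRNA signature as higher at 15 than at 13.5 months and as level at 16.5 months. Its framework regressed out surrogate variables first, a step that the main score here omits.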

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

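The tests of an exchange of labels and of the distance to 13.5 months were chosen only after the result was seen, and the other tests of this part before. Within each age, the total counts, the share outside miR-486, the eigen-expression and the named microRNAs were searched for a single library far from the other 9, by the gap to its nearest neighbour over the range of the group. Of 100 groups of 10 libraries, 10 held such a library, where chance gives about 5 and up to 10 lie within the 95% binomial limit, so that the number itself is one that chance can give. They fell in 7 libraries and at most 3 in 1 library, which argues against 1 poor library as the source of most of them.

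The most in 1 library, 3, belonged to the 16.5-month library with the lowest total, 2469200 counts, of which 95380 lay outside miR-486. Its level was 5.95 log2 CPM for miR-130b-3p (others 4.93 to 5.39), 7.16 for let-7i-5p (others 7.61 to 8.09) and 3.46 for miR-501-3p (others 4.44 to 5.09), the last from 15 counts. Its connectivity Z-score was -3.27. Without it, all 3 microRNAs still changed over age, with adjusted p of 1.05e-06, 3.18e-09 and 1.34e-07 (edgeR). No biological explanation was tested.

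The 15-month library of 6472210 counts had the smallest share outside miR-486, 3.52%, and stood above the others of its age for miR-181a-5p at 7.38 log2 CPM (others 6.31 to 6.74, 261 counts) and for miR-191-5p at 13.70 (others 12.46 to 12.94). Over 61 microRNAs called over age it lay nearer to the 13.5-month mean (distance 0.601) than to that of its own age (0.637), and it is 1 of the 2 libraries whose omission turned the sign of the eigen-expression. Without it the adjusted p over age was 1.1e-10 for miR-181a-5p and 1.68e-08 for miR-191-5p. Such a large share of miR-486 leaves 115960 counts for all other microRNAs and a TMM factor of 0.242, so that its scaling is uncertain. Whether the animal or the library caused these values was not tested.

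Other libraries stood apart in 1 measure each. A 15-month library had a total of 9085340 counts, against a mean of 6076000 for the others of that age. miR-486a-5p was low in a 13.5-month library at 17.97 log2 CPM (others 18.46 to 18.93), and miR-25-3p was low in a 15-month library at 12.05 (others 12.31 to 12.59). Without the respective library the adjusted p over age was 3e-04 for miR-486a-5p and 0.214 for miR-25-3p. No explanation was tested for these 3 values.

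miR-3969 was low in 1 library of 12 months, at 2.93 log2 CPM from 171 counts in a library of 19364200 (others 5.10 to 5.87), and in 1 library of 15 months, at -1.04 from a single count (others 1.55 to 2.14). At a count of 1 the second value is uncertain and depends on the prior count. The median count at 15 months was 14.5, and whether sampling alone gives a count of 1 was not tested. The depth of the first library is high, which leaves a low count no explanation by depth. A wrong age label was weighed as a possible explanation, since 2.93 lies near the 13.5-month mean of 2.38. An exchange with another library would leave a 12-month level elsewhere, but 0 libraries of other ages lay within the range of the other 12-month libraries, as miR-3969 reached at most 3.35 at 13.5 and 2.14 at 15 months and was at least 6.75 at 16.5 months. This argues against an exchange among these libraries. Over the 61 microRNAs called over age outside miR-3969 and the miR-486 rows, this library lay at 0.392 from the mean of the other 12-month libraries and at 0.708 from 13.5 months. The margin was 0.316, against an SD of 0.125 over the 12-month libraries. It argues against 13.5 months only in part, because these microRNAs were chosen by the labelled ages, with this library as 12 months. The distance to 15 months was 0.426, a margin of 0.0337 that is too small to decide, so that a wrong label without an exchange cannot be told apart from a true 12-month library on this test. Of all 40 libraries, 37 lay nearest to their own age, a number that the choice of microRNAs by labelled age also favours. Without the 12-month library the log2 fold change of miR-3969 at 16.5 v 12 months was 1.87, and without the 15-month library its adjusted p over age was 5.48e-23.

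Among 240 microRNAs with more than 1 read in 50% of the libraries that were too low for the main test, 74 changed over age at an adjusted p under 0.05 (edgeR). Their mean counts ranged from 2.25 to 233, with a median of 17.5. Some rows hold identical counts, and with these counted once 68 of 233 changed. Of 100 random regroupings of the 40 libraries, the real one included, 1 gave as many, and the largest number in any other was 35. When every library was thinned to the same number of reads outside miR-486, 21 of the 74 were still called, more than the 1 in 10 set as the limit below which depth would explain them, though the loss of the others is what fewer reads would also give. These low microRNAs therefore may carry changes with age, but library series follow age and remain open, and a biological change with age was not tested apart from them.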

How the results depend on the processing

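Blocking, the omission of miR-486 rows, equal depth, GC correction and leave-one-out fits were chosen after seeing the data, and all other alternatives were fixed earlier. Over age, 64 microRNAs were called, and between 61 and 90 with DESeq2, RLE, library totals, 1 to 3 RUVs factors, the connectivity limit, voom weights, limma on the normalized table and the added settings other than leave-one-out. It was 135 of 345 tested with the low filter and 113 of 1016 without a filter, where more microRNAs were tested (61 and 54 of them shared with the 64), and 21 with linear age (20 shared), a fit of another form with a single slope. Of the 7 listed microRNAs, 5 to 7 were called, adjusted over the list alone, in the settings in which they were counted, which leave out linear age.

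With library totals alone, 12 microRNAs were called at 13.5 v 12 months, 84 at 15 v 12, 5 at 16.5 v 12 and 66 at 16.5 v 15 months, against 31, 25, 25 and 30 with TMM. This scaling lets the share of miR-486 set the level of all others. It also turned miR-192-5p at 15 v 12 months to -0.19 and miR-30a-3p at 16.5 v 15 months to 0.11. With the low filter the counts were 54 at 13.5 v 12, 39 at 15 v 12, 48 at 16.5 v 12 and 93 at 15 v 13.5 months. With 1 RUVs factor they were 54 at 13.5 v 12, 44 at 15 v 12 and 47 at 16.5 v 15 months, with 2 factors 52 at 13.5 v 12 and 39 at 16.5 v 12 months, and with 3 factors 53 at 13.5 v 12 and 38 at 15 v 12 months. These factors are computed from the spread within ages that the test then uses, and the cause was not tested further. The remaining alternatives of the 5 counts stayed within 1.5 times the main count, although the balance of higher and lower microRNAs turned in some of them, as the report gives.

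The eigen-expression was the least stable result. The mean of 3 standardized values gave 0.149 at 16.5 v 12, 0.626 at 13.5 v 12, -1.27 at 15 v 13.5 and 0.795 at 16.5 v 15 months. Library totals gave -0.224, 0.270, -1.53 and 1.03 in the same order, on an axis that had r = 0.187 with the main score. With 1 surrogate variable regressed out, a step of the study's framework, the differences were 1.33, 1.98, -2.03 and 1.39 in that order. Each had an adjusted p of 2e-05 (permutation tests), on an axis with r = -0.787 with the main score. The mean is another combination of the 3 microRNAs, with r = 0.137 to the score. With the surrogate variable removed, miR-181a-5p and miR-148a-3p had loadings of 0.637 and -0.580 against -0.663 and 0.736, so that their contrast had its sign turned. The loading of miR-146a-5p kept its sign and was larger, 0.509 against 0.135, so that this reversal was only in part a turned sign. The cause of the other reversals was not tested. RLE factors, a prior count of 0.5, the exact Wilcoxon rank-sum test, the connectivity limit and the normalized table changed no direction or call of the score.

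Across leave-one-out fits over the 40 libraries the score ranged from -1.03 to 1.10 at 16.5 v 12, from -2.07 to 2.08 at 13.5 v 12, from -2.12 to 1.73 at 15 v 13.5 and from -0.590 to 1.14 at 16.5 v 15 months. The libraries whose omission changed a direction or a call are named in the report. The counts ranged from 61 to 75 over age, 28 to 38 at 13.5 v 12, 18 to 26 at 15 v 12, 22 to 28 at 16.5 v 12, 46 to 59 at 15 v 13.5 and 26 to 37 at 16.5 v 15 months, and from 6 to 7 for the listed microRNAs.

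The planned replicate block on the replicate numbers of the labels could not be run, since no column carries them. A number that leads each column name is shared by 1 column of each age. Columns with the same number had a mean correlation of -0.00512 in their deviations from the age means, from -0.867 to 0.86 over 60 pairs. For other pairs it was 0.00192, so that a pairing was not visible by this measure. Because single pairs differed so widely, this mean cannot exclude an effect of the animal. The study followed the same animals, so that the number may mark the animal, which the labels do not say. A replicate block on this number gave 66 microRNAs over age and 35, 23, 23, 49 and 28 for 13.5 v 12, 15 v 12, 16.5 v 12, 15 v 13.5 and 16.5 v 15 months, miR-146a-5p and miR-150-5p at 16.5 v 12 months then lost their calls (adjusted p of 0.0713 and 0.0742), and the eigen-expression kept its calls (adjusted p of 0.00781 for 3 comparisons and 0.117 at 16.5 v 15 months).

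Among values of single named microRNAs under the alternatives other than linear age and the leave-one-out fits, 722 kept direction and call, 47 lost their adjusted p under 0.05 and 2 reversed. Of the 47, 17 came from library totals and 8 from the absence of a filter. miR-30a-3p over age and miR-150-5p at 16.5 v 12 months lost it most often, in 7 and 8 settings. At 15 months the mean number of reads outside miR-486 was 264100 against 972100 at 12 months.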

Other observations

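The tests on miR-3969 by series, depth, GC content, miR-486 and shared sequence, the tests on the order of ages and within 15 months, and that of share at similar totals, were chosen only after the result was seen, and the others before. Random regroupings of the libraries gave as many microRNAs over age in 1 of 100 cases, the real one included, with at most 22 in any other. The same count was 1 of 100 at 13.5 v 12 (largest other 18), 15 v 12 (23), 15 v 13.5 (26) and 16.5 v 15 months (22), and 3 of 100 at 16.5 v 12 months, where another split gave 40 microRNAs against 25.

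miR-3969 was lower at 13.5 and 15 months than at 12 and 16.5 months. Equal depth outside miR-486 left its log2 fold change at 16.5 v 15 months at 5.67, removal of the GC trend at 5.57 and omission of all miR-486 rows at 5.70, each past the threshold, which argues against these as the whole cause. A series shared by 12 and 16.5 months would leave no difference between them, but that was 1.97. For the steps between other forms of column name, the only contrast within an age was between 3 and 7 libraries of 15 months. They differed by 0.445 log2 (exact permutation test, p = 0.55), but the 7 include the library at -1.04 from a single count (others 1.55 to 2.14). Age and series cannot be told apart for these steps, because each other age has 1 form. No other annotated gene (0) held an 18-base word of the hairpin, which leaves sequences outside the annotation open. A change with age may also be the cause and was not tested apart from series.

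Most microRNAs called over age followed no steady course. Both 12 and 16.5 months lay on the same side of the other ages for 15 of 64 microRNAs (23.4%), below the 33.3% of a random order. The pairing of 12 with 13.5 months held for 30 and that of 12 with 15 months for 19. A library series shared by 12 and 16.5 months need not give this order. Each of 13.5 and 15 months has another form of column name, so that 12 and 16.5 months may lie between them. These counts therefore cannot decide whether such a series is the main cause. Within 15 months, 0 microRNAs (1 at an unadjusted p under 0.05) differed between the 3 and 7 libraries, and 73 of 100 splits, the real one included, gave as many at an unadjusted p. So few libraries do not exclude a series effect, and series that differ between ages remain open.

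The share outside miR-486 was lowest at 15 months, when libraries were also smallest. Within ages, total counts and share had Spearman correlations of -0.648, 0.139, -0.0788 and 0.382 from the youngest to the oldest age (mean -0.0515, permutation p = 0.769, mean Pearson correlation -0.0963), which go both ways and decide nothing. Among libraries of similar depth, the 9 of other ages with totals within the range of 15 months had a share of 13.8% ± 4.05 (SD), 5.83 above that of the 10 libraries of 15 months (two-sided exact permutation test, p = 0.00102, 8 of 9 above the 15-month mean), which argues against depth as the whole cause. More red-cell RNA would raise the other red-cell microRNAs against white-cell ones. The difference in median log2 fold change of 3 and 7 such microRNAs was -0.395 at 15 v 12 and 0.584 at 15 v 13.5 months, so that the 2 signs leave this open. The log2 fold change of miR-451a, a red-cell member, was -0.25 and 0.59 in these comparisons. All 10 list members were detected in this blood, and 6 of them are also on the wider list of age-responsive microRNAs.

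The hypothesis that the 2 arms of 1 hairpin change together over age was tested on 9 pairs. The mean correlation of their age means was 0.0959, against 0.0685 for random pairings (one-sided permutation p = 0.439), so that no common course was seen.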
